A study of Mus musculus with 125 samples. Its data were reported in "Natural killer cell–mediated cytotoxicity shapes the clonal evolution of B cell leukaemia" (2025).

How the data were processed

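Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in 4 mouse B-cell acute lymphoblastic leukaemia (B-ALL) lines, A to D, driven by the BCR/ABLp185 fusion kinase. Leukaemia cells were cultured alone or together with natural killer (NK) cells, and GFP+ leukaemia cells were sorted before transposition. According to the study, A and B were barcoded from a common parental line and C and D from another, so partner lines are not independent and A/B against C/D compares a pair of parental lines. Per the labels, 125 libraries fell into 42 groups, each a cell line in 1 experiment in 1 of 3 arms: B-ALL alone at time point 1, B-ALL + NK at time point 1 and B-ALL + NK at time point 2. Time point 1 was day 4 and time point 2 day 10, except in experiment 9.7, where they were days 6 and 16. These days are from the labels, and the study's text gives a later day for time point 2 of the co-cultures. There were 41 groups of 3 libraries and 1 group of 2. B-ALL alone was sampled at time point 1 only, so the length of culture was not separated from NK exposure at time point 2.

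The authors processed the reads with the Nextflow ATAC-seq pipeline. Reads were aligned to the mouse genome GRCm38 with STAR, whose version is not given in the submitters' processing notes, duplicates were identified with Picard 2.27.4, and broad peaks were called with MACS2 2.2.7.1. The study's methods name a blacklist of the human build GRCh38 for the removal of artefact regions, although the reads were aligned to a mouse build, and how this affected the peaks is not given in the sources used here. Consensus peaks over all libraries were merged with BEDTools and annotated with HOMER. The table the authors deposited holds raw counts, the number of read pairs that featureCounts 2.0.1 assigned to each of 256400 consensus peaks. A read pair was assigned to every peak that covered at least a fraction of 0.2 of it. The table records no shift of read ends for the transposase offset. For each library the authors also deposited the broad peaks of that library alone, each with the −log10 of its q-value, and the lowest such value was 1.00, so the lists hold peaks to a q of about 0.1.

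Total counts in consensus peaks ranged from 3083547 to 13580746 per library. At this depth the common coefficient of biological variation of the fit was 0.104 in A/B and 0.108 in C/D. The fits were additive, so it holds both the spread between libraries of a group and differences in the effect of NK cells between lines and experiments. Libraries within each group were compared by a chi-square test of their counts over the tested peaks. In 2 groups, cell line C with NK cells at time point 2 in experiment 9.5 and cell line C alone in experiment 9.5.1, replicates 2 and 3 differed by less than the sampling noise (chi-square over degrees of freedom 0.818 and 0.838), while the other pairs of those groups gave 1.96 to 4.10. Each such pair was averaged and counted as 1 sample, which left 123 samples, 54 in A/B and 69 in C/D. The study's methods describe biological replicates for each co-culture condition, and the labels number the replicates without tying them to cultures. P-values thus measure the spread between these samples, which may be technical in part, together with those differences between lines and experiments. Residual degrees of freedom were 46 in A/B and 59 in C/D, and most came from libraries of the same group. The p-values therefore rest mainly on spread within groups, and less on how the effect of NK cells varied between lines and experiments.

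Transcription start sites (TSSs) came from the GENCODE release M21 annotation of GRCm38. Of the consensus peaks, 32894 had their centre within 3 kb of a TSS. Following the study, lines A and B were fitted apart from lines C and D. The study kept peaks detected in all replicates of each condition and cell line. Here a looser rule was used, with a call in every library as an alternative, and a promoter peak was tested where it overlapped a broad peak in every replicate of at least 1 group of the pair and passed the count filter of edgeR. This left 15091 promoter peaks in A/B and 16210 in C/D, with 14707 in both, and 48990 and 55444 peaks genome-wide. Differences were tested with the quasi-likelihood F-test of edgeR 4.0.16 with TMM scaling, with an additive term for each combination of cell line and experiment (6 in A/B, 8 in C/D) and all 3 arms in the fit. Peaks were called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 0.58 or more, the thresholds of the study, which used DESeq2. Standard errors were taken as the absolute log2 fold change over the square root of F. Levels are given as CPM, counts scaled to the effective library size, as means ± SD over the combinations of cell line and experiment. The difference between the pairs was tested as a contrast in 1 fit over all samples. The overlap of calls was tested with Fisher's exact test. Differences in the number of broad peaks and in the share of counts per chromosome were tested with exact two-sided sign-flip permutation tests over the 14 combinations of cell line and experiment, for which the smallest possible p is 0.00012.

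The named genes followed a rule written before the data were examined: for each pair at time point 2, the 10 promoter peaks that gained and the 5 that lost the most among those called with the same direction in every combination of cell line and experiment, 1 peak per gene; at time point 1 the 5 and 3 by the same rule; for time point 2 against time point 1 and for the difference between the pairs, the 3 largest called in each direction; every gene named in the text of the study; and up to 4 members of each gene list with the smallest adjusted p. The 19 gene lists, also written beforehand, were the interferon-γ-induced GTPases (IRG and GBP), MHC class I presentation, MHC class II presentation, interferon signalling and its feedback, antiviral interferon-stimulated genes, interferon-induced chemokines, the Ly6 family, the PLAAT family, activating NK receptor ligands and adhesion molecules, inhibitory immune ligands, inhibitors of killing and apoptosis regulators, TNF and NF-κB targets, B cell identity, NK cell markers, T cell markers, myeloid cell markers, cell cycle, housekeeping promoters and the genes named by the study. Further called members of the lists, and granzyme genes, are named as examples chosen after their values were seen. A named gene and a motif are not reported here. Each gene was represented by its tested promoter peak nearest to a TSS. Of 373 list genes, 357 had a TSS in the annotation. Lists were tested with camera and fry of limma 3.58.1, camera with a preset inter-gene correlation of 0.01 and again with an estimated correlation, and p-values were adjusted over the lists. A list with 1 measured gene was not tested. Motifs were searched as fixed consensus sequences within 250 bp of the peak centre in the GRCm38 sequence, and called peaks were compared with tested peaks that were not called by Fisher's exact test, adjusted over 36 tests. A peak near several TSSs is named after the nearest, and accessibility of a peak does not show which gene it acts on.

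The fits were tested on simulated counts drawn from the means and library sizes of these data. Of 50 peaks changed 1.5-fold, 58% were recovered in A/B, 52% in C/D and 42% in the test of the difference, all of the peaks changed 2-fold, 3-fold or 4-fold were recovered, and 0 unchanged peaks were called. A 1.5-fold change lies at the fold threshold, so estimates of it fall on both sides of that threshold. Simulated peaks were set by their fold alone. The recovered shares and the 0 calls therefore do not speak to effects of NK cells that differ between experiments. Nor do they speak to deviations shared by the libraries of a group.

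Alternatives written before the data were examined were DESeq2 1.42.0 with its size factors, RLE scaling, no scaling, a loess offset, a GC offset, no low-count filter, no detection filter, detection in every library, a 1 kb promoter window, all peaks genome-wide, a test against a 1.5-fold change (glmTreat), a log2 threshold of 1, wells summed per group, the replicate number as a block, leaving out each replicate number, leaving out each experiment, each experiment alone and each cell line alone. Leaving out the libraries with the most or fewest broad peaks or the lowest total, counting every library apart, thinning to equal totals in C/D, at TP1 or at the peaks that gained more in A/B, and regrouping the lines within experiments were added after the data were seen. Analyses used R 4.3.3 and Python 3.11.15. Transcription factor activity scores, gene expression and the integration of both data types were not analysed here.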

Results

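Chromatin accessibility was measured by ATAC-seq in 125 libraries of 4 mouse B-ALL lines, A to D, transformed by the BCR/ABLp185 fusion kinase. Leukaemia cells were grown alone or with NK cells, innate lymphocytes that kill tumour cells and secrete interferon-γ (IFN-γ), and were sorted as GFP+ cells before transposition. The groups were B-ALL alone at time point 1 (TP1), B-ALL + NK at TP1 and B-ALL + NK at time point 2 (TP2), with 3 libraries in 41 groups and 2 in the group of D alone in experiment 9.6.1. There were 14 combinations of cell line and experiment, 6 in A/B and 8 in C/D. Total counts in peaks per library ranged from 3083547 to 13580746. With NK cells the totals were 1.20-fold those of cells alone at TP1 (higher in 13 of 14 combinations, exact two-sided sign-flip permutation p = 0.000488) and 1.07-fold at TP2 (higher in 9 of 14, p = 0.306), and counts were scaled for this. In each of 2 groups of line C, replicates 2 and 3 differed by less than the sampling noise and were counted as 1 sample. This left 123 samples, 54 in A/B and 69 in C/D.

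The first question was which promoters differed in accessibility in leukaemia cells that had outlasted NK cells until TP2. In lines A and B the largest gains lay at Serpina3f, around Iigp1 on chromosome 18 and in the Ms4a region of chromosome 19. The peak at Serpina3f, a serine protease inhibitor gene, rose 14.7-fold from 3.07 ± 1.1 to 45.8 ± 10.5 CPM (SD, n = 6 combinations; log2 fold change 3.88 ± 0.15 SE, edgeR adjusted p = 1.12e-29). Its position is chromosome 12, 104213544 to 104215139 of GRCm38, 202 bp from the transcription start site (TSS). On chromosome 18, peaks at Gm4951 (60210405 to 60214646, intron, 3.45 ± 0.16), Gm4841 (60271523 to 60274572, intron, 3.07 ± 0.18), F830016B08Rik (60292473 to 60296301, intron, 2.72 ± 0.16), AC132320.1 (60352754 to 60356698, intron, 3.08 ± 0.29) and Iigp1 (60373256 to 60377106, intergenic, 3.25 ± 0.14) rose together. Iigp1 encodes an IFN-γ-inducible GTPase that attacks vacuoles of intracellular parasites, and its peak went from 6.31 ± 2.62 to 62.1 ± 19.9 CPM. On chromosome 19 the Ms4a region gained at Gm8369 (11494003 to 11495504, intron, 3.53 ± 0.18) and BE692007 (11484167 to 11486907, intergenic, 3.01 ± 0.16). Intronic peaks of Nfkb1, which encodes the p105 and p50 subunits of NF-κB (chromosome 3, 135665200 to 135666941, 2.61 ± 0.13), and of Gm15990 (chromosome 10, 86122974 to 86124807, 2.57 ± 0.19) completed the 10 largest gains, and each was higher in 6 of 6 combinations.

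Losses in A/B at TP2 were smaller. Pcdhac1, a protocadherin (chromosome 18, 37088410 to 37091103, intron), fell from 32.6 ± 12.2 to 10.0 ± 4.3 CPM, a log2 fold change of −1.76 ± 0.10 (edgeR adjusted p = 6.74e-22). Rasgrp3, an exchange factor that activates Ras downstream of the B cell receptor (chromosome 17, 75464635 to 75466279, intron), fell by 1.69 ± 0.13 on the log2 scale. St5 (chromosome 7, 109615829 to 109617202, exon) fell by 1.65 ± 0.11, Sash1 by 1.64 ± 0.18, and Nespas, an antisense transcript in the imprinted Gnas locus (chromosome 2, 174294506 to 174296992, intron), by 1.64 ± 0.12. These 5 peaks were lower in 6 of 6 combinations of line and experiment.

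In all, 265 of 15091 promoter peaks (253 genes) gained accessibility and 107 (105 genes) lost it in A/B at TP2, with median log2 fold changes of 0.84 and −0.75. Gains made up 71.2% of the calls, and 59.5% with a loess offset (217 gains, 148 losses). In the fit over all peaks genome-wide, 214 peaks within 3 kb of a TSS gained and 152 lost. Within single experiments the numbers of gains and losses were 488 and 124 in 9.5, 610 and 94 in 9.6, and 213 and 319 in 9.7, whose time points were later. Of the 372 calls, 300, 281 and 240 were called again in these 3 experiments. Line A alone gave 343 gains and 195 losses, and line B alone 215 and 110. Of 342 gains in line A, 302 had the same sign and 159 were also called in line B, and of 194 losses 173 had the same sign and 51 were also called.

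**Figure D1:**
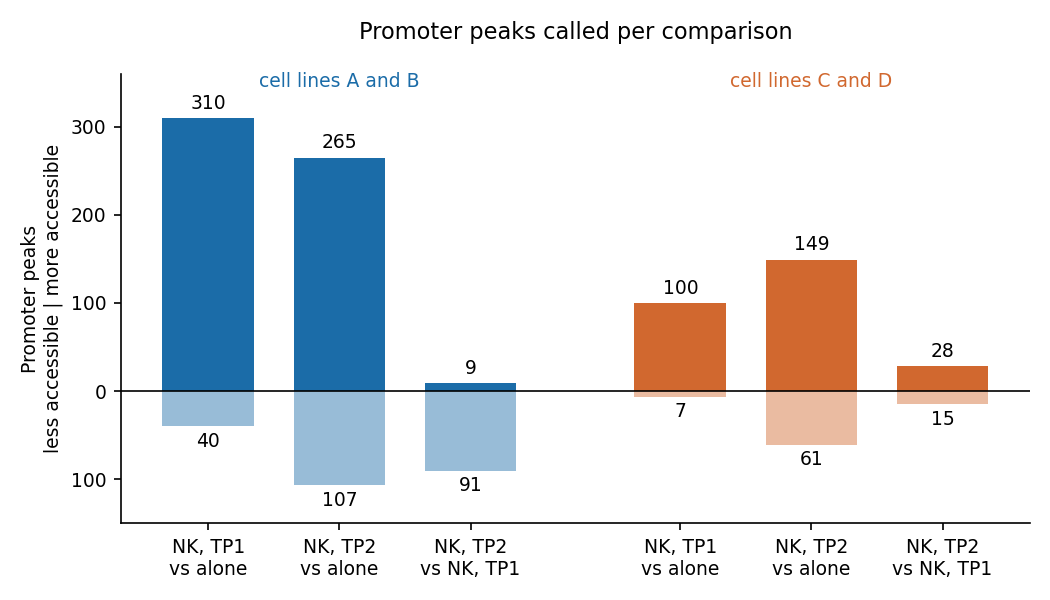
Numbers of promoter peaks called more accessible (dark bars, above 0) and less accessible (pale bars, below 0) in each comparison for cell lines A and B (blue) and C and D (orange), by edgeR at an adjusted p of 0.05 or less and an absolute log2 fold change of 0.58 or more. At TP2 against B-ALL alone the bars reach 265 and 107 in A/B and 149 and 61 in C/D.

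Among the gene lists fixed beforehand, the IFN-γ-induced GTPases and the antiviral interferon-stimulated genes had the most genes up in A/B at TP2, although they held few of the 253 genes that gained. Of 16 measured IFN-γ-induced GTPases, which act against intracellular pathogens, 6 rose in A/B at TP2, 0 fell and 10 were not called. Among them were Gbp6 (1.80 ± 0.11), Gbp10 (1.62), Tgtp2 (0.77) and the peak nearest to the Iigp1 TSS (60380311 to 60383399, intron, 2.50 ± 0.14), and the camera adjusted p was 7.51e-23. Of 45 antiviral interferon-stimulated genes, 6 rose, 0 fell and 39 were not called, with camera adjusted p = 2.88e-19. They were Mx1, a GTPase that blocks viral replication (2.11 ± 0.13), Lgals3bp (1.37), Ifi27 (1.13 ± 0.09), Rtp4, Ifi27l2a and Phf11d. In interferon signalling and its feedback 1 of 21 rose, the transcription factor gene Batf2 (1.23), and Irf9 was at 0.54 (camera adjusted p = 0.00226). With an estimated correlation this list was not called (adjusted p = 0.16 with an estimated correlation). MHC class II presentation, which shows antigens to CD4 T cells, had 3 of 11 genes up, H2-Eb1 (1.02 ± 0.09), H2-Aa (0.84) and the class II transactivator gene Ciita (0.62), and 0 down (camera adjusted p = 5.27e-11). MHC class I presentation, whose products inhibit NK cells, had 0 of 25 genes called at a median of 0.09, although 5 were higher at the adjusted p alone, among them H2-T24 (0.27) and Tapbpl (0.24). Its camera adjusted p of 0.000611 became adjusted p = 0.195 with an estimated correlation. B2m was at 0.05, Tap1 at 0.09 and H2-K1 at −0.01.

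In the remaining lists of A/B at TP2 few genes were called. Of 9 inhibitory immune ligands 2 rose, Cd86, a ligand of CD28 and CTLA4 (1.25 ± 0.11), and Ido1, the tryptophan-degrading enzyme (1.14 ± 0.13), and 0 fell. Their camera adjusted p of 0.00226 became adjusted p = 0.0875 with an estimated correlation. Of 22 inhibitors of killing and apoptosis regulators 3 rose, Serpina3f, Serpina3g (2.02 ± 0.17) and the death receptor gene Fas (0.85), and 0 fell (camera adjusted p = 0.0108). Fas promotes rather than inhibits killing. In the Ly6 family 1 of 6 rose, Ly6a, which encodes the surface protein Sca-1 (chromosome 15, 74995795 to 75000804, intergenic, 1.11 ± 0.08; camera adjusted p = 5.71e-05), and the measured PLAAT gene, Pla2g16 or Plaat3 (chromosome 19, 7557149 to 7558981, intron), rose by 0.63 ± 0.07. Of 32 B cell identity genes 1 fell, Ikzf3, which encodes the lymphoid transcription factor Aiolos (−0.74 ± 0.06), and 0 rose, and the list's camera adjusted p of 0.0362 became adjusted p = 0.592 with an estimated correlation. None of 12 activating NK receptor ligands, 17 TNF and NF-κB targets, 7 chemokines, 26 cell cycle genes or 16 housekeeping promoters was called, with camera adjusted p of 0.388, 0.994, 0.0903, 0.388 and 0.598. Of the 12 genes named by the study 5 rose and 0 fell (camera adjusted p = 2.68e-20), which is not independent evidence of direction because the list came from the same samples. In each list the count adjusted over the list alone was the same as the count over all promoter peaks.

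Markers of cells other than B-ALL were also read, since the sort on GFP should remove NK cells. Of 18 NK cell markers in A/B at TP2, 0 rose and 3 receptor genes fell, Klri2 (−0.84 ± 0.13), Klra1 (−0.75 ± 0.13) and Klra5 (−0.59), with a camera adjusted p of 0.863, a median of 0.03 and a mean of −0.03. T cell markers had 1 of 6 up, Ctla4 (1.47 ± 0.12; camera adjusted p = 0.609). Myeloid markers had 0 of 9 called (camera adjusted p = 0.0129, and adjusted p = 0.097 with an estimated correlation). Serpina3f, Serpina3g and Serpina3i, Tgtp1 and Tgtp2, the GBP genes, the Klra genes and the chromosome 18 GTPases belong to families of similar sequence, so read pairs at one member can stem from another and their single values are uncertain.

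**Figure D2:**
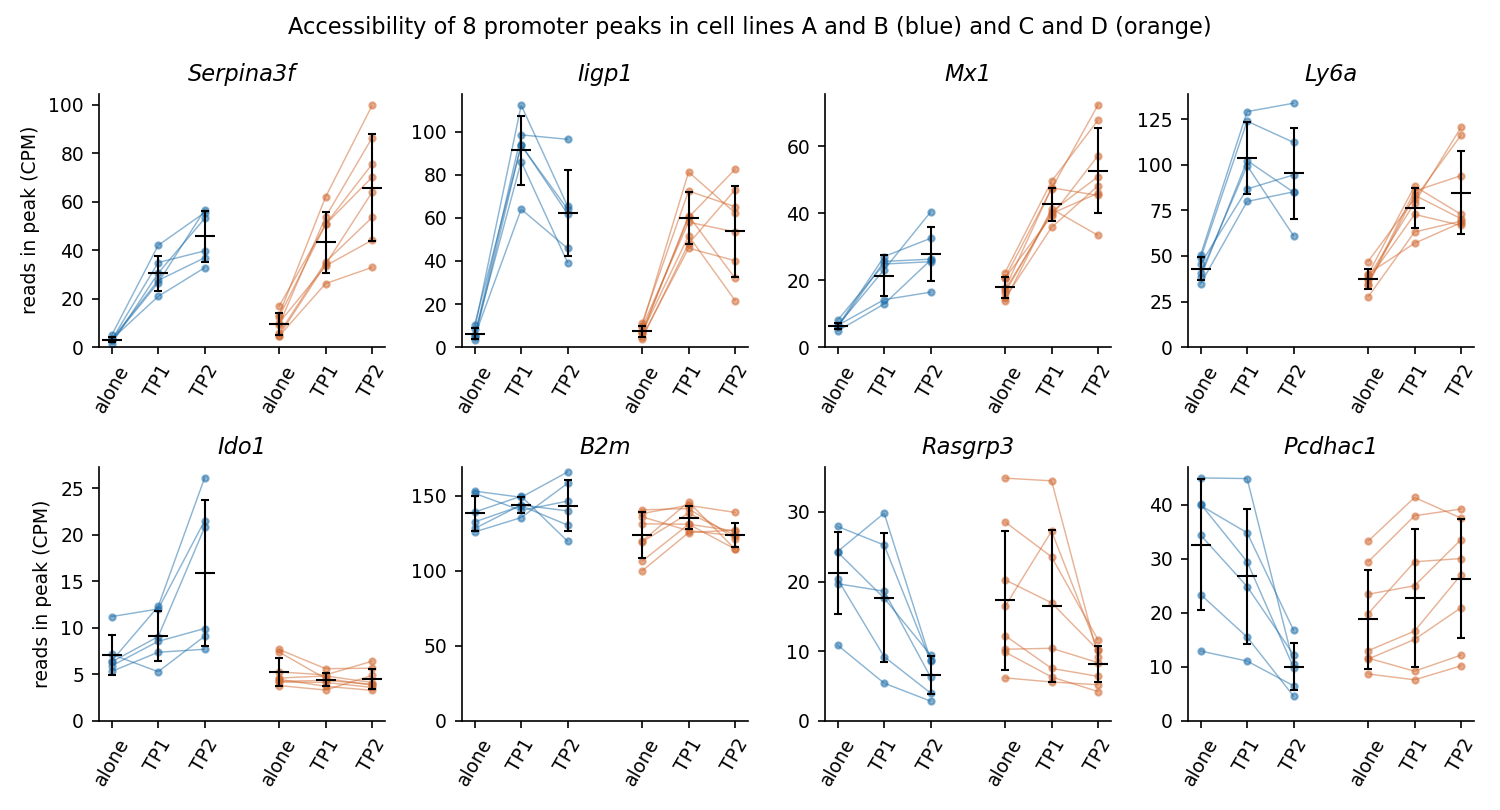
Accessibility (read pairs in the peak, CPM, linear axis from 0) of 8 promoter peaks in B-ALL alone and in B-ALL + NK at TP1 and TP2, with 1 point per combination of cell line and experiment (6 for A/B in blue, 8 for C/D in orange), lines joining the same combination, and black marks for the mean ± SD. Serpina3f rises from a mean of 3.07 to 45.8 CPM at TP2 in A/B, B2m lies at log2 fold changes of 0.05 and 0.01, and Pcdhac1 drops in A/B from 32.6 to 10.0 CPM.

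At TP1 the same question was asked of A/B cells after the short co-culture. Gm4951 rose 16.6-fold (log2 fold change 4.06 ± 0.15), Iigp1 14.4-fold (3.84 ± 0.13), and Gm8369 (3.71 ± 0.18), AC132320.1 (3.70 ± 0.27) and Gm4841 (3.39 ± 0.17) followed, each higher in 6 of 6 combinations. The largest losses were at Nfe2l1, a transcription factor of the stress response (chromosome 11, 96822438 to 96823816, intron, −1.27 ± 0.12), AC154652.1 (−1.05 ± 0.14) and the protease gene Tmprss3 (−0.95 ± 0.13). Of the IFN-γ-induced GTPases 8 of 16 rose, among them Gbp10 (2.32) and Gbp2 (0.67), and of the antiviral genes 12 of 45 rose, among them Rtp4 (1.52), Ifit3 (0.78) and Rsad2 (0.60), with 0 falling in either list (camera adjusted p = 1.92e-23 and 1.06e-17). Smaller numbers rose in interferon signalling (Batf2 1.34 and Irf9 0.62, of 21 genes), chemokines (Ccl2 0.77 and Ccl4 0.78, of 7), the Ly6 family (Ly6a 1.26, of 6), inhibitory ligands (Cd86 0.97, of 9), T cell markers (Ctla4 1.3, of 6) and myeloid markers (Mpeg1 0.79, of 9).

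Several list results of A/B at TP1 depended on the correlation assumed. MHC class II had 3 of 11 genes up (H2-Eb1 0.91, H2-Aa 0.60, Ciita 0.60) with a camera adjusted p of 0.00746, and adjusted p = 0.238 with an estimated correlation. Interferon signalling went from 0.00934 to adjusted p = 0.238 with an estimated correlation, chemokines from 0.0211 to adjusted p = 0.205 with an estimated correlation, and the Ly6 family from 0.00154 to adjusted p = 0.177 with an estimated correlation. B cell identity had 0 of 32 genes called but 17 lower and 0 higher at the adjusted p alone, with a median of −0.19 (camera adjusted p = 5.28e-06, and adjusted p = 0.238 with an estimated correlation). Inhibitors of killing had 4 of 22 genes up, Serpina3f (3.29), Serpina3g (1.75), Fas (0.92) and the inflammatory caspase gene Casp1 (0.72), with a camera adjusted p of 0.127. The study's genes had 4 of 12 up, Iigp1, Mx1 (1.72), Ifi27 (1.26) and Ly6a, and Pla2g16 was at 0.55. Besides B cell identity, the tested lists with no called gene were MHC class I (camera adjusted p = 0.105), activating ligands (0.443), NF-κB targets (0.251), NK markers (0.0857, and adjusted p = 0.238 with an estimated correlation), cell cycle (0.36) and housekeeping promoters (0.136). Of the 18 NK markers, however, 8 were higher and 1 lower at the adjusted p alone, with a median of 0.23. These shifts went with the gains of A/B at TP1. In all, 310 peaks gained and 40 lost accessibility at TP1, so gains were 88.6% of the calls, and 77.2% with a loess offset (240 gains, 71 losses). Within experiments 9.5, 9.6 and 9.7 alone the gains and losses were 588 and 159, 292 and 21, and 420 and 166.

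Between TP1 and TP2, 9 promoter peaks of A/B were called higher and 91 lower at TP2, while at the adjusted p alone 1361 were higher and 1446 lower. Pcdhac1 (−1.44 ± 0.10), Rasgrp3 (−1.36 ± 0.13) and Nespas (−1.3 ± 0.12) were lower at TP2 than at TP1, and so were Iigp1 (−0.79, nearest TSS peak), Gbp10 (−0.70) and the receptor genes Klri2, Klrd1 and Klra5. Nfe2l1 (0.91 ± 0.13), Serpina3i (0.80 ± 0.17), Ido1 (0.75 ± 0.12), the B cell gene Ms4a1 (0.66) and Serpina3f (0.59) were higher. The counts of calls were 30 and 30 in experiment 9.5 alone, 458 and 141 in 9.6 and 27 and 138 in 9.7, so the direction of this balance differed between experiments.

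In lines C and D at TP2 the leading gains were again at Gm8369, Serpina3f and Iigp1. Gm8369 rose by 2.90 ± 0.11 on the log2 scale, Serpina3f by 2.82 ± 0.09 from 9.6 ± 4.5 to 65.8 ± 22 CPM (SD, n = 8; edgeR adjusted p = 3.72e-38) and Iigp1 by 2.81 ± 0.13 from 7.33 ± 2.54 to 53.8 ± 21.1 CPM. BE692007 (2.62 ± 0.10), Gm4841 (2.59 ± 0.19), Gm4951 (2.54 ± 0.14), Ms4a6b (chromosome 19, 11516796 to 11519523, intron, 2.36 ± 0.13), Serpina3g (2.32 ± 0.16), Serpina3i (2.25 ± 0.14) and F830016B08Rik (2.24 ± 0.18) followed, each higher in 8 of 8 combinations. The largest losses with the same direction in every combination were at Rasgrp3 (−1.04 ± 0.13), Ppargc1a, which encodes a coactivator of mitochondrial biogenesis (chromosome 5, 51551090 to 51554184, intron, −0.97 ± 0.12, from 26.7 ± 10.9 to 13.8 ± 5.2 CPM), the zinc finger gene Zfp820 (−0.91 ± 0.14), the receptor kinase gene Ros1 (−0.88 ± 0.10) and the sulphotransferase gene Sult1d1 (−0.86 ± 0.12), each lower in 8 of 8.

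The GTPase and antiviral lists were again those with the most called genes in C/D at TP2. Of 17 IFN-γ-induced GTPases 6 rose and 0 fell, among them Gbp6 (1.46 ± 0.10), Gbp10 (1.16), Tgtp1 (0.66) and Iigp1 (nearest TSS peak, 1.91 ± 0.14; camera adjusted p = 4.51e-13). Of 46 antiviral genes 10 rose and 0 fell, among them Lgals3bp (1.57), Mx1 (1.54 ± 0.07), Oas1a (0.66) and Rsad2 (0.68; camera adjusted p = 1.65e-24). In interferon signalling 1 of 21 rose, Batf2 (0.89; camera adjusted p = 1.76e-05). MHC class I had 0 of 25 called and 20 higher at the adjusted p alone, with a median of 0.19 and H2-Q7 at 0.45, H2-Q6 at 0.42 and Psmb8 at 0.38 (camera adjusted p = 1.28e-11, and 0.0206 with an estimated correlation). MHC class II had 0 of 11 called, 7 higher at the adjusted p alone and a median of 0.21 (camera adjusted p = 3.12e-05, and adjusted p = 0.0722 with an estimated correlation). Inhibitors of killing had 3 of 23 up, Serpina3f, Serpina3g and Fas (0.72; camera adjusted p = 0.000436).

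In the other C/D lists at TP2 few genes were called. Ly6a rose (1.18 ± 0.07, 1 of 6 in its family; camera adjusted p = 5.54e-05, and adjusted p = 0.0505 with an estimated correlation) and Pla2g16 was at 0.54 ± 0.08, below the fold threshold, with an edgeR adjusted p of 7.01e-08. Cd200, which encodes a ligand that restrains myeloid and NK cells, fell (−0.64, 1 of 10 inhibitory ligands), although the list's median was 0.23 and its test pointed up (camera adjusted p = 0.0139, and adjusted p = 0.151 with an estimated correlation). Ctla4 rose (0.82 ± 0.11, 1 of 7 T cell markers; camera adjusted p = 0.00418), and so did Mpeg1, which encodes a pore-forming macrophage protein (0.65, 1 of 10 myeloid markers; camera adjusted p = 0.0139, and adjusted p = 0.104 with an estimated correlation). NF-κB targets had 0 of 18 called (camera adjusted p = 0.0135, and adjusted p = 0.201 with an estimated correlation) and B cell identity 0 of 32, with a median of 0.11 (camera adjusted p = 0.00659, and adjusted p = 0.471 with an estimated correlation). No gene was called among 19 NK markers (camera adjusted p = 0.977), 12 activating ligands (0.977), 6 chemokines (0.141), 26 cell cycle genes (0.352) or 16 housekeeping promoters (0.605). The study's genes had 4 of 12 up (camera adjusted p = 8.81e-14), with the same reservation as above.

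In all, 149 of 16210 promoter peaks (142 genes) gained and 61 (60 genes) lost accessibility in C/D at TP2, with median log2 fold changes of 0.77 and −0.69. In the fit over all peaks genome-wide, 104 peaks within 3 kb of a TSS gained and 111 lost, so gains did not outnumber losses there. Single experiments differed more than in A/B, also among 9.5, 9.6 and 9.7, which held both lines. Experiment 9.5.1 held line C only and 9.6.1 line D only, with fewer libraries, so their counts are not on equal terms with the others. The gains and losses were 1291 and 59 in 9.5, 19 and 0 in 9.5.1 (by edgeR, with 613 lower at an unadjusted p under 0.05), 205 and 55 in 9.6, 222 and 530 in 9.6.1, and 1064 and 1267 in 9.7. Of the 210 calls, 132, 19, 123, 88 and 172 were made again in these 5 experiments. Line C alone gave 112 and 92, and line D 183 and 80. All 183 gains of line D had the same sign in line C, where their median was 0.56.

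At TP1 the C/D response was narrower. Iigp1 (3.06 ± 0.12), Gm4951 (2.83 ± 0.14), Gm4841 (2.76 ± 0.19), Gm8369 (2.72 ± 0.11) and F830016B08Rik (2.29 ± 0.18) gained most, and among losses with the same direction in every combination the largest were at 4930471D02Rik (−0.75 ± 0.10), Gm10044 (−0.68 ± 0.14) and Mid2 (−0.59 ± 0.15). Mid2 was at −0.50 with a loess offset and −0.53 with a GC offset, below the fold threshold. The counts were 100 gains and 7 losses, and with all libraries thinned to equal totals 1 of these 7, at 4930471D02Rik, was called again while all 7 kept their sign. Within experiments 9.5, 9.5.1, 9.6, 9.6.1 and 9.7 alone they were 94 and 43, 24 and 10, 86 and 9, 123 and 142, and 230 and 99. Of 17 IFN-γ-induced GTPases 5 rose (Gbp6 1.70, Gbp10 1.39, Tgtp1 0.85, Tgtp2 0.71 and Iigp1), and of 46 antiviral genes 6 rose (Lgals3bp 1.34, Mx1 1.27, Rtp4 1.19, Ifi27 0.80, Ifit3 0.68 and Rsad2 0.68), with camera adjusted p of 2.56e-37 and 3.52e-53. MHC class I (0 of 25 called, median 0.15) and interferon signalling (0 of 21, median 0.09) had camera adjusted p of 1.46e-18 and 2.93e-10, and inhibitors of killing, with Serpina3f (2.24), Serpina3g (1.80) and Fas (0.60) up of 23, had 4.92e-08.

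Other lists of C/D at TP1 were called only with the preset correlation. They were MHC class II (0 of 11 genes called; camera adjusted p = 0.00149, and adjusted p = 0.175 with an estimated correlation), the Ly6 family (Ly6a 1.06, 1 of 6; 0.00366, and adjusted p = 0.175 with an estimated correlation) and inhibitory ligands (0 of 10; 0.00366, and adjusted p = 0.116 with an estimated correlation). NF-κB targets (0 of 18; 0.00366, and adjusted p = 0.175 with an estimated correlation) and B cell identity (0 of 32; 0.0246, and adjusted p = 0.611 with an estimated correlation) were called likewise. The study's genes had 4 of 12 up (2.71e-25). Chemokines, activating ligands, NK, T cell and myeloid markers, cell cycle and housekeeping lists were not called, with camera adjusted p from 0.0688 to 0.808.

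From TP1 to TP2 in C/D, Serpina3i (1.18 ± 0.12), Ms4a6c (0.94 ± 0.13) and Tmem94 (0.80 ± 0.14) rose most, and Rasgrp3 (−0.92 ± 0.13), Zfp976 (−0.85 ± 0.13) and the kinase gene Mast4 (−0.75 ± 0.19) fell most. Ms4a1 rose by 0.64. The counts were 28 higher and 15 lower, and they moved with the processing: a loess offset gave 13 and 30, and leaving out replicate 2 of D with NK cells at TP2 in experiment 9.6, the library with the most broad peaks, gave 13 higher. In experiments 9.5, 9.5.1, 9.6, 9.6.1 and 9.7 alone the counts higher and lower were 1614 and 22, 12 and 10, 1212 and 129, 11 and 6, and 668 and 1102. Higher peaks outnumbered lower peaks in 4 of the 5 experiments and not in 9.7, and Mast4 was at 0.53 in experiment 9.5. In 9.5.1 and 9.6.1, which held a single line each, the margin was small. The balance turned genome-wide (126 higher, 223 lower), without experiment 9.5 (29 and 64) and without 9.6 (15 and 25).

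The next question was whether both pairs of lines changed at the same promoters. Of 14707 peaks tested in both, 221 gained in A/B and 128 in C/D at TP2, and 89 gained in both, 46.3-fold the 1.92 expected of independent lists (Fisher's exact p = 5.86e-139). Losses were shared at 9 peaks of 99 and 39, 34.3-fold the 0.263 expected (Fisher's exact p = 3.51e-12). Of the A/B gains 206 of 221 had the same sign in C/D, where 2 were called losses (Gria3 and, at 0.63 and −0.65, Ggh, named after its values were seen), and of the C/D gains 124 of 128 had the same sign in A/B. For losses these numbers were 75 of 99, with 0 called gains, and 29 of 39. The pairs had separate controls. Iigp1, Mx1, Ifi27 and Ly6a, which the study names, gained in both pairs. Pla2g16 was called in A/B (0.63) and not in C/D (0.54). Irf1, at 0.20 in A/B and 0.36 in C/D, and Ccl5, at 0.44 and 0.23, were called in neither. Across peaks, which are not independent replicates, Pearson's r between the log2 fold changes was 0.456 and Spearman's rho 0.164.

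**Figure D3:**
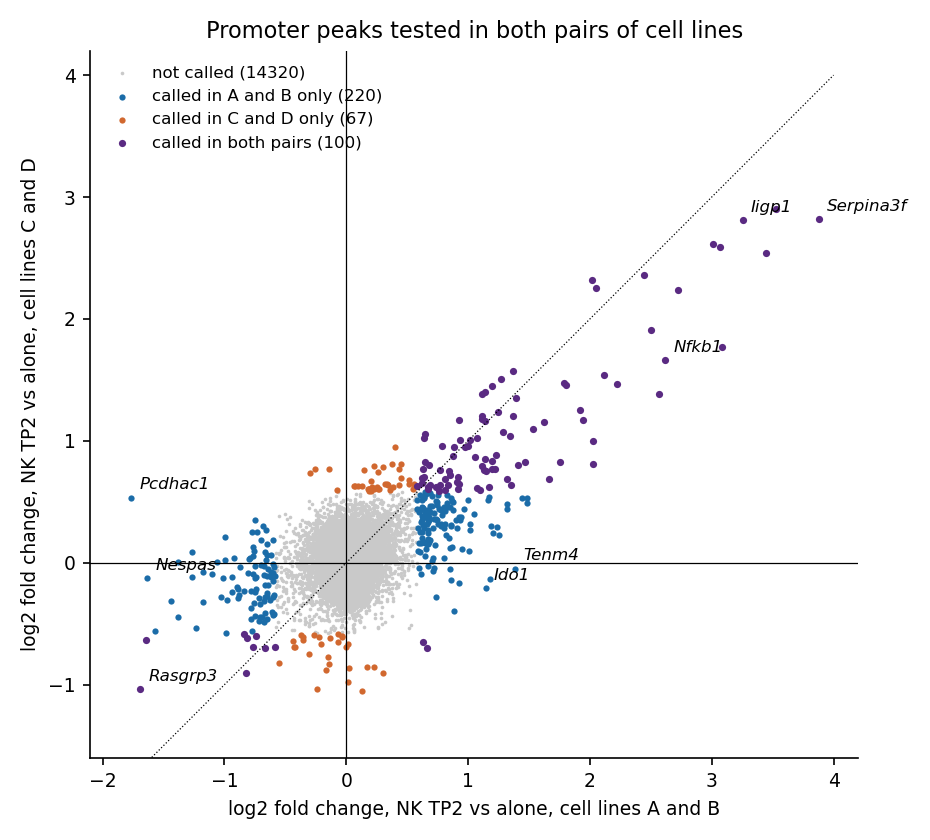
Log2 fold change with NK cells at TP2 of each of the 14707 promoter peaks tested in both pairs, A/B on the horizontal and C/D on the vertical axis, with grey for peaks not called and colours for peaks called in A/B, in C/D or in both; the dotted line marks equal values. The 89 peaks called more accessible in both lie to the upper right, and Pcdhac1 lies at −1.76 in A/B and 0.53 in C/D.

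The effect of NK cells at TP2 was then compared between the pairs. The teneurin gene Tenm4 (chromosome 7, 96209849 to 96213731, exon) was at 1.39 ± 0.08 in A/B and −0.05 in C/D, a difference of 1.43 ± 0.14 (edgeR adjusted p = 1.29e-14). The glutamate receptor gene Gria3 (chromosome X, 41398244 to 41402965, intergenic) rose in A/B (0.66 ± 0.12) and fell in C/D (−0.70 ± 0.14), a difference of 1.36 ± 0.19, and Ido1 differed by 1.35 ± 0.18 (1.14 and −0.21). In the other direction were Pcdhac1 (−2.30 ± 0.13; C/D at 0.53 ± 0.08, not called), Nespas (−1.51 ± 0.17; C/D −0.13) and Cfap46 (chromosome 7, 139683255 to 139685241, intergenic, −1.42 ± 0.12; A/B −1.38). Named immune genes with a larger gain in A/B included Cd86 (difference 1.02, adjusted p = 1.09e-09), Serpina3f (1.06, 2.64e-05) and H2-Eb1 (0.69, 2.98e-06). Others were H2-Aa (0.63, 1.8e-07), Ctla4 (0.64, 0.00454) and the Nfkb1 intron (0.94, 1.28e-05). No gene list was called higher in A/B by camera. Of 6 T cell markers, 1 (Ctla4) was called higher and 2 lower in A/B, with a median of −0.20. Mx1 (0.57, 0.00347) was below the fold threshold. Ikzf3 was lower in A/B (−0.63, adjusted p = 2.7e-08) and Ppargc1a lower in C/D (0.99, 3.07e-05), while Ly6a (−0.07, 0.654) and Pla2g16 (0.09, 0.579) did not pass the test.

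In all, 246 peaks differed between the pairs, 106 with the higher value in A/B and 140 with the lower. Higher values made up 43.1% of these, 57.5% with no scaling (146 higher, 108 lower) and 32.5% with a loess offset (80 and 166). The balance also turned without experiment 9.7 (95 higher, 64 lower), at a log2 threshold of 1 (20 and 16) and over all peaks genome-wide (1106 and 635), and with wells summed the count was 163 (61 and 102). The count was 81 in experiment 9.5 alone, 56 in 9.6 and 1463 in 9.7, and with single lines it ranged from 51 (B and D) to 770 (A and C). MHC class I (camera adjusted p = 0.00605, and adjusted p = 0.813 with an estimated correlation) and B cell identity (0.000732, and adjusted p = 0.813 with an estimated correlation) were the lists called lower in A/B than in C/D, with medians of −0.15 and −0.19.

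Beyond promoters, the sequence and position of all accessible regions were examined. Of 2456 peaks more accessible in A/B at TP2, 27.4% held an interferon-stimulated response element (ISRE), a binding site of interferon regulatory factors, against 7.06% of peaks not called (odds ratio 4.98, 95% confidence interval 4.52 to 5.48, Fisher's exact adjusted p = 4.98e-190). In C/D the shares were 29.6% of 993 and 7.03% (odds ratio 5.57, 4.82 to 6.41, adjusted p = 3.85e-97). AP-1 sites (odds ratio 1.81 in A/B and 1.96 in C/D) and RUNX sites (1.68 and 1.85) were more frequent in gained peaks. NF-κB (0.554 in A/B) and CTCF (0.151 in A/B, 0.0270 in C/D) sites were less frequent. Part of this was also seen in lost peaks, where CTCF sites were less frequent in A/B (0.220, adjusted p = 8.53e-06), NF-κB sites less frequent in C/D (0.529, 0.000209) and RUNX sites more frequent in A/B (1.34, 0.0433). No excess of ISREs was detected in peaks that lost accessibility (A/B odds ratio 0.781, adjusted p = 0.209; C/D 1.02, 0.915). They held ETS sites more often (1.51, adjusted p = 0.00471, and 1.77, 0.000191), and in A/B also E2A sites, bound by a regulator of B cell development (36.7% against 28.2%, odds ratio 1.48, adjusted p = 5.82e-06). With the whole peak searched, the ETS odds ratio of C/D losses was 1.08 and the RUNX odds ratio of A/B losses 1.14, and neither was called (adjusted p = 0.495 and 0.183). The odds ratios of gained peaks were then 3.67 for the ISRE and 0.0821 for CTCF in C/D, and 1.20 in A/B and 1.29 in C/D for AP-1. Called peaks were not matched to the other peaks for GC content or distance to a TSS. Gained promoter peaks had a median GC content of 47.01% in A/B and 48.58% in C/D, against 54.29% and 54.15% in peaks not called. How far composition or position accounts for the motif shares was not tested.

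**Figure D4:**
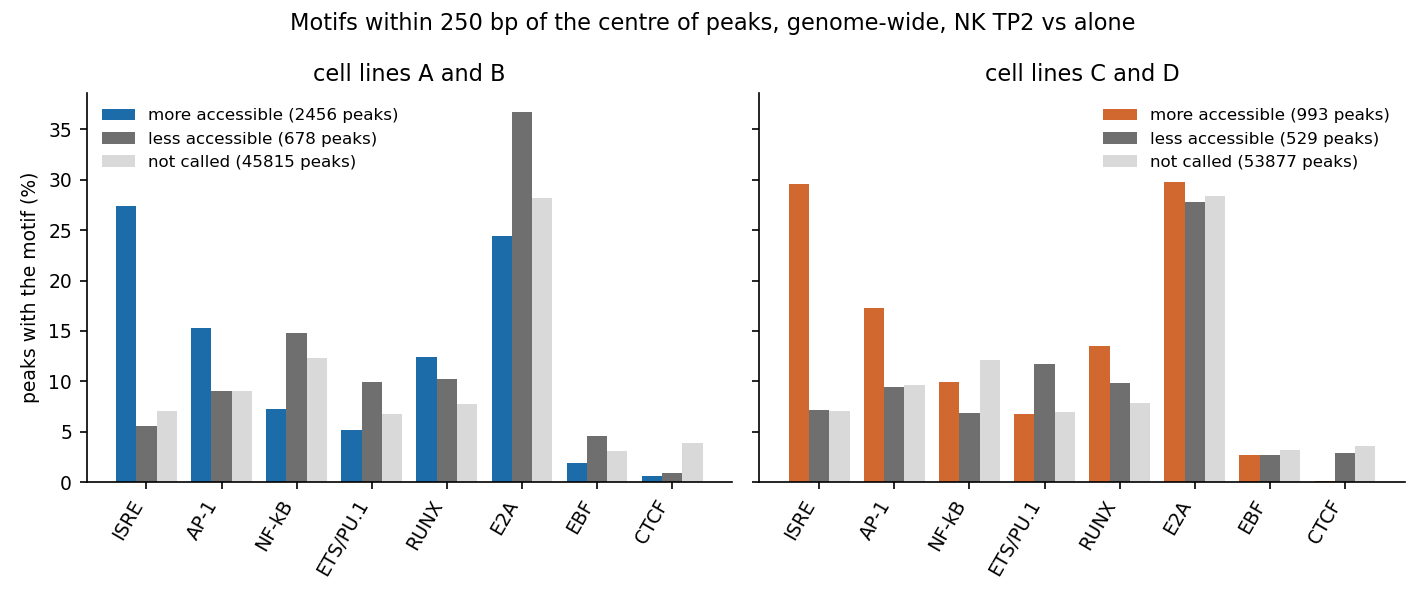
Share of peaks (%) that hold each motif shown within 250 bp of their centre among peaks called more accessible (coloured), less accessible (dark grey) and not called (light grey) at TP2 genome-wide, in A/B (left) and C/D (right). The ISRE is found in 27.4% of gained peaks in A/B and 29.6% in C/D, against 7.06% and 7.03% of peaks not called.

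Most gains lay away from promoters. Of 2457 gained peaks in A/B, 214 (8.71%) were within 3 kb of a TSS against 32% of the other tested peaks (Fisher's exact odds ratio 0.203, p = 6.99e-161), with 1358 in introns, 97 in exons and 1002 intergenic. In C/D 104 of 994 (10.5%) were near a TSS against 29.6% (Fisher's exact odds ratio 0.278, p = 5.75e-47). Lost peaks were also near a TSS less often than the other tested peaks, with 22.4% of 678 in A/B against 30.9% (Fisher's exact odds ratio 0.646, p = 1.11e-06) and 21% of 529 in C/D against 29.3% (0.640, p = 1.82e-05).

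The number of broad peaks called per library, with a median of 47592, was 1.12-fold higher with NK cells at TP1 (13 of 14 combinations, exact sign-flip permutation p = 0.000488) and 1.03-fold at TP2 (7 of 14, p = 0.438), and at TP1 the total counts were higher too. Shares of counts per chromosome moved little. At TP1, 3 of 21 chromosomes passed an exact sign-flip permutation test after adjustment, with chromosome 4 going from 6.57% to 6.5%, chromosome 5 from 6.56% to 6.46% and chromosome 16 from 3.32% to 3.40%. By the same permutation test 12 passed without experiment 9.5, 13 without 9.6.1 and 0 without 9.6 or without 9.7. At TP2, 0 of 21 passed the same permutation test and 2 had an unadjusted p under 0.05.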

Values the study reported

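From RNA sequencing of the same co-cultures, the study listed 193 genes that were more highly expressed in A/B and 99 in C/D, and 211 and 63 that were less highly expressed. A further 129 genes went up and 27 went down in all 4 lines. Joining expression with accessibility in A/B left 37 genes that were both up and open and 16 that were both down and closed. Opened promoters named in the text were those of Iigp1, Ifi27, Mx1, Ly6a and Plaat3.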

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

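The tests for DNA of NK cells, for the loss of chromosome segments, for the length of culture, for depth in C/D, at TP1 or at the 59 peaks that gained more in A/B, and the regroupings within experiments were chosen only after the results they concern were seen. The following results stood out because effects differed between the pairs of lines or between time points.

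The effect of NK cells at TP2 differed between A/B and C/D at 246 promoter peaks by the edgeR test of the difference, with 106 higher and 140 lower in A/B. The log2 differences with the largest size were 1.43 for Tenm4, 1.36 for Gria3 and 1.35 for Ido1, and −2.30 for Pcdhac1, −1.51 for Nespas and −1.42 for Cfap46. MHC class I presentation (camera adjusted p = 0.00605) and B cell identity (0.000732) were the lists called lower in A/B, and neither was called with an estimated correlation (adjusted p = 0.813 for both). Between TP1 and TP2, 9 promoter peaks of A/B were more and 91 less accessible at TP2, and in C/D 28 were more and 15 less accessible.

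Promoters of interferon-induced genes gained accessibility in both pairs of lines. DNA of NK cells left after the sort on GFP would raise NK marker promoters too, but at TP2 the 37 marker peaks with a mean under 5 CPM moved by 0.0686 ± 0.252 CPM per peak in A/B and by −0.0646 ± 0.259 in C/D (mean ± SD over combinations of line and experiment), against median gains of 2.95 and 3.44 CPM among called peaks, although Gzma, abundant in NK cells, went from 0.852 to 1.86 CPM in A/B. At TP1 the same peaks moved by −0.0236 ± 0.117 CPM in C/D, against a median gain of 3.06 CPM, but rose by 0.317 ± 0.212 CPM in A/B (higher in 5 of 6 combinations), against 3.34 CPM, so for A/B at TP1 NK cell DNA cannot be told apart from a change in the leukaemia cells as part of the gains. Unequal depth is argued against as well, since with all libraries thinned to 3083547 counts 88.7% of the gains of A/B at TP2, 86.5% at TP1, and 91.9% and 95% of those of C/D were still called. A response of the leukaemia cells to IFN-γ from NK cells may account for the gains at TP2, as a hypothesis. No arm without IFN-γ was analysed here. By RNA sequencing, the study found few expression changes in leukaemia cells grown with NK cells that lack IFN-γ.

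Promoter peaks of A/B were less accessible at TP2 than in B-ALL alone, and Pcdhac1, Rasgrp3 and Nespas also less than at TP1. GC bias is argued against by 117 losses at TP2 with a GC offset (107 without), and drift private to single cultures by the median of −0.392 in line B of the peaks lost in line A, although A and B share a parental line. Loss of segments of 1000 kb or more would lower neighbouring peaks as far, but over the 107 lost promoter peaks, with a median of −0.75, the median of all other tested peaks within 1000 kb, called or not, was −0.0459, while within 100 kb, over the 87 with a neighbour there, it was −0.266 and 34.5% of the neighbours were called lower, so loss of smaller segments cannot be told apart from a change of accessibility over short domains. The length of culture cannot be told apart from NK exposure, because the 91 peaks lower at TP2 than at TP1 have no culture alone at TP2 to be set against. Selection of resistant cells by NK cells was not tested with the accessibility data, so it and the length of culture could both have acted. The study followed clones by DNA barcodes in its co-cultures and reports that most were eliminated and fewer were resistant. Whether that selection lowered these peaks was not tested.

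Some promoters gained more in A/B than in C/D. Unequal depth is argued against, since with equal totals 72.9% of the 59 peaks that gained more in A/B were still called. So were 75.5% of all 106 with the higher value in A/B. The other pairings of the 4 lines gave at most 8 differing peaks, which bears on the pairing of the lines and not on depth. Already open chromatin in C/D alone could leave less room for gain: over the 59 peaks the median ratio of C/D to A/B alone was 1.5 (95% interval 1.3 to 1.7), and over 2 at 15 of them, which leaves this open. Regroupings of the 14 combinations across experiments did not exclude chance, since 3 of 40, the real grouping included, gave as many peaks as the real 246. The highest other (793) put all 4 combinations of experiment 9.6 and none of 9.7 on the same side, so the samples are structured by experiment. The lines were also regrouped within experiments 9.5, 9.6 and 9.7, after the data were seen. There 1 of 40, the real grouping, gave as many and the highest other gave 183. This is the smallest share that 40 regroupings can give, and the same lines recur in each experiment, so this test cannot settle chance. The counts in these experiments alone were 81, 56 and 1463.

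Against regroupings of the arms within each combination of line and experiment, chance was excluded for the counts of gains and losses within each pair. In 100 such regroupings 1 grouping, the real grouping, gave as many. Replicates may be technical in part, so this concerns the spread between these samples. With wells summed, 2 losses of C/D at TP1 were called, against 7. For A/B the real counts and the highest others were 265 and 5 gains and 107 and 4 losses at TP2, 310 and 1 and 40 and 11 at TP1, and 9 and 0 and 91 and 0 for TP2 against TP1. For C/D they were 149 and 2 gains and 61 and 0 losses at TP2, 100 and 0 and 7 and 0 at TP1, and 28 and 0 and 15 and 0 for TP2 against TP1.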

How the results depend on the processing

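Alternatives that leave out single libraries, count every library apart, use a 1 kb window for the distance to the TSS, or leave out experiments and replicate numbers for broad peaks and chromosome shares were chosen only after the data were seen. Values are given as gains and losses, in the order TP2, TP1 and TP2 against TP1. The reported counts were 265 and 107, 310 and 40, and 9 and 91 in A/B, 149 and 61, 100 and 7, and 28 and 15 in C/D, with 246 peaks that differed between the pairs and 89 gains and 9 losses shared at TP2. Across alternatives, values of named peaks stayed on their side of the threshold in 5573 cases, passed it newly in 61, no longer passed it in 170 and reversed in 2. Gene lists did so in 1502, 25, 57 and 0 cases, chromosomes in 351, 20, 7 and 0, and motifs in 25, 8, 3 and 0. Of the counts and tests over libraries, 370 stayed within 1.5 times and 208 moved beyond it, and the cause was not tested unless the alternative itself tested fewer or more peaks or samples. DESeq2, RLE scaling, no scaling and the GC offset moved no count beyond 1.5 times.

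Thresholds and peak sets set the counts by construction. The 1 kb window gave 154 gains at TP2 and 169 and 19 at TP1 in A/B, 83 at TP2 and 59 and 4 at TP1 in C/D, and 51 shared gains. Requiring a peak call in every library gave 40 and 13, 46 and 9, 1 and 6 in A/B, 26 and 2, 9 and 0, 2 and 1 in C/D, 32 that differed, and 7 and 0 shared. All peaks genome-wide gave 2457 and 678, 3318 and 548, 59 and 725 in A/B, 994 and 529, 945 and 59, 126 and 223 in C/D, 1741 that differed, and 650 and 74 shared. A test against a 1.5-fold change (glmTreat) gave 99 and 28, 143 and 2, 0 and 16 in A/B, 48 and 2, 48 and 0, 1 and 0 in C/D, 17 that differed, and 40 and 1 shared. A log2 threshold of 1 gave 91 and 19, 130 and 2, 0 and 19 in A/B, 45 and 3, 41 and 0, 1 and 0 in C/D, 36 that differed, and 37 and 1 shared. No detection filter gave 456 and 164, 598 and 78, 31 and 185 in A/B, 228 and 128, 192 and 34, 527 and 60 in C/D, 441 that differed, and 140 and 16 shared. Without the low-count filter as well they were 476 and 186, 722 and 82, 30 and 207 in A/B, 267 and 173, 216 and 56, 745 and 93 in C/D, 422 that differed, and 147 and 18 shared. The counts of 0 come from edgeR, and at an unadjusted p under 0.05 the peaks in that direction were 1167 losses at TP1 in C/D with a call in every library. With glmTreat they were 4 gains in A/B and 2 losses in C/D for TP2 against TP1 and 1 loss at TP1 in C/D, and with the log2 threshold of 1 they were 2536, 3777 and 1624 of any size.

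The loess offset gave 71 losses at TP1 in A/B, 4 in C/D, and 13 and 30 for TP2 against TP1 in C/D. With wells summed, losses at TP1 in C/D were 2 and the differing peaks 163, and with every library counted apart those losses were 4. With an estimated correlation 6 gene lists passed in A/B at TP2 (11 before), 3 at TP1 (8), 7 in C/D at TP2 (13), 6 at TP1 (11) and 0 for the difference (2). Without replicate 2 of D with NK cells at TP2 in experiment 9.6, gains for TP2 against TP1 in C/D were 13.

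Experiment 9.5 alone gave 488 gains at TP2, 588 and 159 at TP1 and 30 and 30 for TP2 against TP1 in A/B, 1291 gains at TP2, 43 losses at TP1 and 1614 gains for TP2 against TP1 in C/D, 81 that differed and 238 shared gains, and Mast4 reversed to 0.53 for TP2 against TP1 in C/D. Experiment 9.5.1 alone gave 19 and 0 (613 losses at an unadjusted p under 0.05) at TP2, 24 gains at TP1 and 12 for TP2 against TP1 in C/D, with Mid2 reversed to 0.0395 at TP1. Experiment 9.6 alone gave 610 gains at TP2, 21 losses at TP1 and 458 and 141 for TP2 against TP1 in A/B, 1212 and 129 for TP2 against TP1 in C/D, and 56 that differed. Experiment 9.6.1 alone gave 530 losses at TP2, 142 losses at TP1 and 11 and 6 for TP2 against TP1 in C/D. Experiment 9.7 alone gave 319 losses at TP2, 166 at TP1 and 27 and 138 for TP2 against TP1 in A/B, 1064 and 1267, 230 and 99, 668 and 1102 in C/D, 1463 that differed and 73 shared losses. Without experiment 9.5 there were 17 and 153 for TP2 against TP1 in A/B, 145 losses at TP2 and 64 for TP2 against TP1 in C/D, 14 shared losses, and 12 chromosomes passing at TP1 (3 before). Without 9.5.1 there were 92 losses at TP2, 13 at TP1 and 68 gains for TP2 against TP1 in C/D. Without 9.6 there were 174 losses at TP2, 86 at TP1 and 16 and 139 for TP2 against TP1 in A/B, 103 losses at TP2 and 15 and 25 for TP2 against TP1 in C/D, 14 shared losses, 1 list for the difference and 0 chromosomes at TP1. Without 9.6.1 there were 86 and 36 for TP2 against TP1 in C/D and 13 chromosomes. Without 9.7 there were 517 gains at TP2 and 20 and 57 for TP2 against TP1 in A/B, 26 losses at TP2, 11 at TP1 and 280 and 5 for TP2 against TP1 in C/D, 159 that differed, 4 shared losses, 5 lists for the difference and 0 chromosomes.

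Line A alone gave 195 losses at TP2, 104 at TP1 and 27 gains for TP2 against TP1, and line C alone 92 losses at TP2 and 62 and 55 for TP2 against TP1. The difference was 770 with A and C, 642 with A and D, 88 with B and C (15 shared losses) and 51 with B and D. Leaving out each replicate number or the single libraries named above in turn gave 24 to 81 losses at TP1, 10 to 15 gains and 62 to 169 losses for TP2 against TP1, and 5 to 12 lists at TP1 in A/B. In C/D it gave 53 to 111 losses at TP2, 1 to 23 at TP1, and 12 to 70 gains and 9 to 34 losses for TP2 against TP1, and 2 to 5 lists for the difference. Gains at TP2 stayed between 230 and 276 in A/B and between 131 and 166 in C/D.

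With the replicate number as a block the counts were 264 and 108, 315 and 40, 7 and 97 in A/B, 153 and 66, 102 and 6, 21 and 15 in C/D, 253 that differed, and 89 and 9 shared, so the block moved no count beyond 1.5 times. Same-numbered libraries were not paired by their deviations: over 124 such pairs the mean correlation was −0.00136, 42 were over 0.1, and 48 of 124 libraries correlated best with their own number. With all libraries thinned to 3083547 counts, A/B at TP2 had 267 gains and 105 losses, with 235 and 90 of the peaks called before. In thinned counts of the other comparisons, added after the data were seen, 268 of 310 gains and 32 of 40 losses of A/B at TP1, 137 of 149 and 46 of 61 of C/D at TP2, and 95 of 100 and 1 of 7 of C/D at TP1 were called again, and all of them kept their sign. The median of those 7 losses moved from −0.68 to −0.59, next to the fold threshold. Of simulated 1.5-fold changes, a size at that threshold, 58% were recovered in A/B and 52% in C/D.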

Other observations

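Gains in a single line mostly had the same sign in its partner line, which stems from the same parental line. Of 112 peaks that gained in line C at TP2, 111 had the same sign in line D, where their median was 0.89 and 85 were also called, and of 215 that gained in line B, 212 had the same sign in line A, with a median of 0.89. Losses had the same sign in the partner line at 92 of the 110 peaks lost in line B, with a median of −0.52 in line A, at 89 of 92 lost in C and at 79 of 80 lost in D. Ms4a1, which encodes the B cell antigen CD20, was at −0.15 in A/B and −0.12 in C/D at TP1 and at 0.50 and 0.52 at TP2, none of them called, and it rose in both pairs for TP2 against TP1 (0.66 and 0.64).

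Peaks that gained at TP2 also differed in sequence composition. A hypothesis written before the result was seen was that promoters losing accessibility would be rich in CpG. It was not borne out, since lost promoter peaks of A/B had a median observed to expected CpG ratio of 0.417 against 0.561 in peaks not called (permutation p = 1e-04, the smallest that the resamples can give). In C/D lost peaks were at 0.456 against 0.546 (permutation p = 0.038). Gained peaks were lower still, at 0.162 in A/B and 0.165 in C/D (permutation p = 1e-04 in both).

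The numbers of broad peaks per library ranged from 26047 in replicate 1 of C with NK cells at TP2 in experiment 9.6 to 101211 in replicate 2 of D in the same arm and experiment. A split of the combinations by experiment, with the effect of NK cells at TP2 in 9.7 set against the rest, differed at 1133 promoter peaks, while 9.5 with 9.5.1 against the rest gave 178 and 9.6 with 9.6.1 gave 3. Experiment 9.7 was sampled on later days, so day and experiment were not separated.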
